A study of Mus musculus with 6 samples.

How the data were processed

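The data are linear probe set signals of 6 arrays, 3 of wild-type and 3 of Abl/Arg knockout mouse embryonic fibroblasts. Per the labels' protocols, 6 µg of total RNA was labelled with biotin. The deposited values are intensities on a linear scale, one per probe set and array. Per the submitters' processing notes, MAS5 was used; its version, role and scaling are not given in the sources used here. From the values, the authors had brought the arrays to similar levels: medians were 13.4 to 14.7, and trimmed means differed little. No background correction or detection call was used here.

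Groups and replicate numbers were taken from the sample titles. The table held 45101 probe sets, of which 64 were controls. The platform annotation listed 35890 probe sets, 34945 with 1 gene symbol, 932 with several and 13 controls; 9160 were unnamed here. Of those with 1 symbol, 34741 matched by Entrez number to the RefSeq gene table of the mouse assembly GRCm38.p6, used only for names and for which genes lie on the same chromosome or beside each other, and the others kept the annotation's name. No column was left unmatched to a sample. Signals were transformed as log2(signal + 16). Each gene was represented by its probe set with the highest mean over the 6 arrays, among those with 1 symbol, giving 18193 genes. Control, unnamed and several-gene probe sets were left out of the gene tests. Genes without a listed probe set were not analysed here.

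Differences are knockout minus wild type. They were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), two-sided, with Benjamini-Hochberg adjustment over all genes tested. Genes passed at an adjusted p under 0.05, and separately with a difference of at least 2-fold (a log2 difference of 1) added. Every probe set of Abl1 and Abl2 was tested in a fit over all probe sets, and its 95% interval came from the fit. A total of 44 gene lists were fixed before the data were examined. Of these, 43 with at least 5 measured members were tested with camera (preset correlation 0.01, trend.var) and adjusted over the lists; the sex-linked list was too short and only its values are given. A member of a list rose or fell where it passed over all genes. Single array measures were compared with two-sided exact permutation tests, whose smallest p with 3 arrays against 3 is 0.1.

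Named genes followed a rule fixed before the data were examined: Abl1 and Abl2; the 12 highest and 12 lowest differences among genes past an adjusted p of 0.05 with no overlap between the groups, a higher group above the median of all probe sets, no other probe set of the gene past 0.05 in the opposite direction, and a regular gene symbol; and up to 4 members with the largest differences past 0.05 per list described. The alternatives were other offsets (1 and 64), quantile and median scaling, leaving out dim genes, averaging probe sets, leaving out probe sets ending in x, s or a, eBayes without trend or robust, replicate number as a block, array weights, leaving out each array, camera with an estimated correlation, and fry. Scaling on poly-A spike controls, scaling on hybridization spike controls and centring chromosomes were added after seeing the data. The centring moved only genes with a mean log2 signal above 7, each by the median of such genes on its chromosome, and left dimmer genes as they were.

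The fit was tested on simulated data of 18193 genes with the means and spreads of these arrays, in which 50 genes per size were changed. It recovered 48% of changes of 1.2-fold, 88% of 1.5-fold, 98% of 2-fold and 100% of 4-fold, with 6 false calls. Only 200 genes were changed there, whereas 59.7% of genes passed in the real data. The adjusted threshold depends on that share, so neither the recovery nor the false calls carry over to the real data. Figures were drawn with matplotlib 3.10.9.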

Results

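Gene expression was measured on 6 Affymetrix Mouse Genome arrays of mouse embryonic fibroblasts, the mesenchymal cells that grow out of dissociated embryos. The cells came from embryos of 14 days of gestation of the C57BL/6 strain. There were 3 arrays of wild-type cells and 3 of cells labelled as lacking both Abl kinases, c-Abl (gene Abl1) and Arg (gene Abl2). These are non-receptor tyrosine kinases that act on the actin cytoskeleton and in the response to DNA damage. The labels state the aim as finding what the Abl kinases do for gene expression. Median signals per array ran from 13.4 to 14.7 and means trimmed of 2% at each end from 107.8 to 109.95, so the arrays had been brought to a similar scale. The lowest Pearson correlation of any array with one of its own group was 0.998 across genes, and the highest with an array of the other group was 0.905; genes are not independent replicates. The log2 ratio of 3' to 5' signal, a sign of RNA quality, was 0.47 ± 0.03 in wild type and 0.36 ± 0.01 in the knockout arrays for the beta-actin control (SD, n = 3 each; exact p = 0.1, the smallest possible) and -0.15 ± 0.04 and -0.17 ± 0.04 for the Gapdh control (exact p = 0.6). The number of arrays limits the precision. Nothing states that the 3 arrays of a group came from separate cultures or embryos, so p-values measure only the spread between these arrays, which may be technical.

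The first question was whether the targeted genes were lower in the arrays labelled knockout. They were not clearly lower. The brightest Abl1 probe set had a signal of 184.8 ± 4.46 in wild type and 169.8 ± 8.22 in the arrays labelled knockout (SD, n = 3 each), a log2 difference of -0.11 (95% interval -0.23 to 0.01) with an adjusted p of 0.107 from limma over all probe sets. Its values did not overlap between the groups (181.6 to 189.9 in wild type, 161.3 to 177.7 in the arrays labelled knockout). The brightest Abl2 probe set had signals of 256.1 ± 9.30 and 254.1 ± 11.9, a log2 difference of -0.01 (95% interval -0.13 to 0.11, adjusted p = 0.888). The other bright Abl2 probe set had signals of 117.8 ± 9.58 and 122.4 ± 5.70 (adjusted p = 0.567). Both dim Abl1 probe sets were higher in the arrays labelled knockout, with signals of 16.05 in wild type against 22.9 and of 6.99 against 10.6 (adjusted p = 0.00586 and 0.0012), and the dim Abl2 probe set had 13.7 against 12.1. The direction of Abl1 and Abl2 depended on the scaling of the arrays. With poly-A spike controls as reference both were higher in the arrays labelled knockout, by 0.36 and 0.48 (limma adjusted p = 0.00105 and 6.63e-06). With hybridization spike controls both were lower, by -0.35 and -0.26 (limma adjusted p = 0.000644 and 0.00656). A spike reference moves all genes of its array together, so these p-values leave out the uncertainty of the reference. The mean log2 signals of the poly-A and hybridization references differed between the groups by -0.52 and 0.264 (exact p = 0.1 for each, the smallest possible). A probe set outside the deleted part of a gene checks nothing, and where these probes lie in the deleted genes was not analysed here. Every direction below is therefore that of the arrays labelled knockout.

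**Figure D1:**
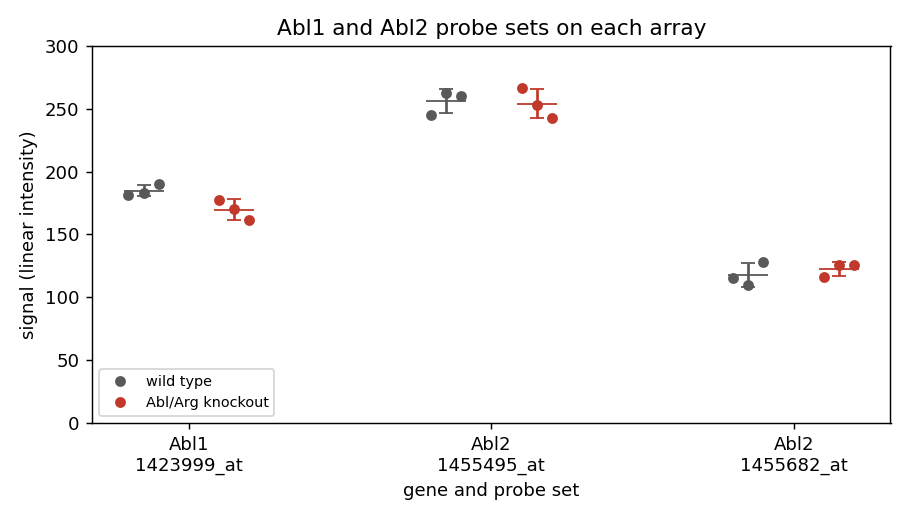
Signal (linear intensity) of the 3 Abl1 and Abl2 probe sets brighter than 50 on each of the 6 arrays, with points for arrays, dashes for group means and bars for SD (n = 3). The wild-type and knockout points overlap for both Abl2 probe sets. For Abl1 they do not overlap (181.6 to 189.9 in wild type, 161.3 to 177.7 in the knockout arrays), and the means are 184.8 and 169.8.

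The main question was which genes differed between the 2 groups of cells. Lox, the lysyl oxidase that cross-links collagen and elastin, was near the floor of the arrays in wild type (5.67 ± 1.60) and reached 7617 ± 362 in the knockout arrays (SD, n = 3 each), a log2 difference of 8.46 ± 0.06 (SE; adjusted p = 2.21e-16). Grem1, a secreted antagonist of BMPs, went from 7.48 ± 2.13 to 4362 ± 155, and Sfrp1, a secreted antagonist of Wnt signalling, from 20.4 ± 3.63 to 5392 ± 540. Pdgfra, the PDGF receptor alpha of mesenchymal cells, rose by 6.12 ± 0.05 on the log2 scale, from 9.99 ± 0.999 to 1789 ± 56.7. The aldehyde oxidase gene Aox3 rose by 7.29, the monooxygenase gene Fmo2 by 7.23, and the aldehyde dehydrogenase genes Aldh1a7 and Aldh1a1 by 6.86 and 6.63. The remaining top genes were Plpp3 (7.18), Gpr176 (6.95), the microsomal glutathione transferase Mgst1 (6.92) and the thyroid hormone deiodinase Dio2 (6.44).

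Col1a2, a chain of type I collagen, fell from 2284 ± 143 to 9.71 ± 2.16 (SD, n = 3 each), a log2 difference of -6.48 ± 0.07 (SE; adjusted p = 3.78e-15), and Col3a1, of type III collagen, fell from 1934 ± 109 to 14.9 ± 4.09 (-5.99). The prostaglandin reductase Ptgr1 (-6.52), the prostacyclin synthase Ptgis (-5.53), the metallothionein Mt1 (-6.13) and the glutathione transferase Gstt1 (-5.70) fell on the log2 scale. Also among the lowest were the galectin Lgals3 (-5.97), the cathepsin Ctsz (-5.81), the folate enzyme Aldh1l2 (-5.67), the antiviral 2'-5' oligoadenylate synthetase Oas1a (-5.48), the SNARE protein Vamp8 (-5.42) and the LIM-domain protein Pdlim1 (-5.34). With probe sets averaged, Lox was at 5.52, Mgst1 at 3.47, Col1a2 at -4.14, Mt1 at -3.15 and Pdlim1 at -1.84. Each of the genes named had no overlap between the 3 knockout and the 3 wild-type arrays. Without probe sets ending in x, s or a, Mgst1 was at 0.02 (adjusted p = 0.503) and Mt1 at -0.18 (adjusted p = 0.0918), so both rest on such probe sets, and Col3a1 was at -2.50.

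Of 18193 genes, 4411 rose and 6455 fell at an adjusted p under 0.05, together 59.7% of those tested. With a change of at least 2-fold added, 1273 rose and 1596 fell, and 188 rose and 93 fell at least 8-fold. The 2-fold counts were 2306 and 855 under poly-A spike scaling and 1009 and 2271 under hybridization spike scaling. The 3 values of one group lay wholly above those of the other for 64.7% of genes, against 10% by chance. The share of calls that were rises was 40.6%, but 29.4% with each array centred on its median, 78.8% with the arrays scaled on poly-A spike controls and 22.04% with hybridization spike controls. On the scale used, log2(signal + 16), the change of a gene near the floor is understated.

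**Figure D2:**
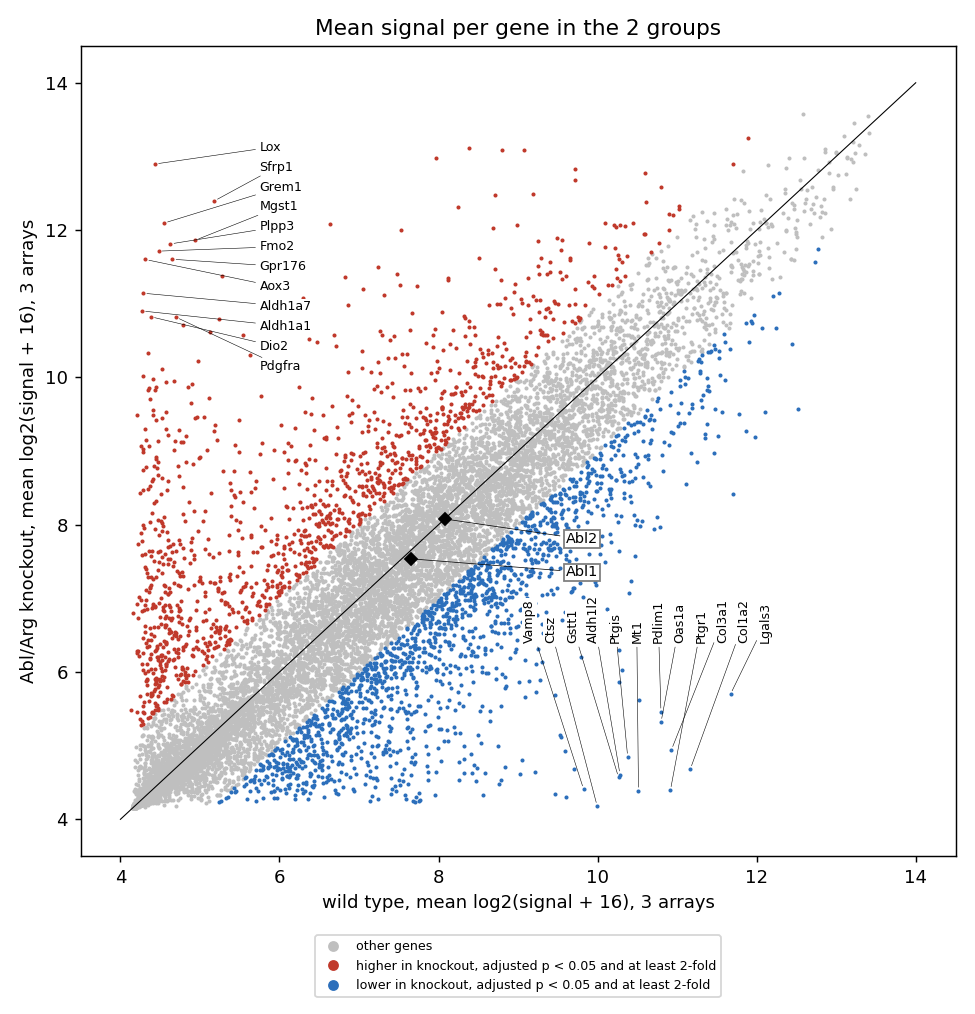
Mean log2(signal + 16) of each of 18193 genes in wild type (horizontal axis, 3 arrays) and in the knockout arrays (vertical axis, 3 arrays), with the genes changed at least 2-fold at an adjusted p under 0.05 in red (1273 higher) and blue (1596 lower) and equality as a line. The named genes include Lox, with a difference of 8.46, and Ptgr1, with -6.52, while Abl1 and Abl2 lie close to the line.

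Genes of cell division fell together. Of 39 measured proliferation genes, 38 fell, 33 of them at least 2-fold, none rose, and the list median was -1.69. Ccnb2, a mitotic cyclin, fell from 1093 to 100.2 (-3.26 ± 0.04), as did the mitotic kinase Aurkb (-2.84) and the replication factor Cdc45 (-2.72); Tyms was near the floor in both groups. Camera gave an adjusted p of 5.69e-14, and 0.259 with an estimated correlation. Of 31 DNA damage response genes, 25 fell and 5 rose (camera adjusted p = 0.00017; adjusted p = 0.0824 with an estimated correlation). The checkpoint kinase Chek1 (-2.19), the recombination genes Brca2 (-2.13) and Rad54l (-2.78) and the DNA ligase Lig1 (-2.47) fell. With probe sets averaged, Cdc45 was at -1.32, Chek1 at -1.35 and Rad54l at -1.61. Among 17 cyclin and CDK inhibitor genes 10 rose and 5 fell (camera adjusted p = 0.171): the CDK inhibitor gene Cdkn1c rose by 3.91 and Ccnd1, cyclin D1, by 3.50, while Cdkn2a, which encodes the inhibitors p16 and p19Arf, went from 1799 to 411.2 (-2.09 ± 0.06). Bright genes on the chromosome of Cdkn2a had a median difference of -0.65 relative to all bright genes.

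Target genes of p53, the DNA damage response transcription factor, were higher. Of 28 measured, 18 rose and 4 fell (camera adjusted p = 4.4e-05; adjusted p = 0.0915 with an estimated correlation). The cell cycle regulator Ccng1 rose by 2.34, Zmat3 by 2.12 and Mdm2, which encodes the ubiquitin ligase of p53, by 1.95 (267.4 to 1077), or 0.78 without probe sets ending in x, s or a. The largest rise, 4.48, was of the xylulose reductase gene Dcxr.

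Interferon-stimulated genes fell. Of 39 measured, 32 fell, 25 at least 2-fold, and 3 rose, with a median of -1.75. Oas1a, an antiviral oligoadenylate synthetase, fell from 1765 ± 84.7 to 24.0 ± 1.403 (SD, n = 3 each). The chemokine Ccl5 (-4.91), the ISG15 protease gene Usp18 (-4.42) and the transcription factor gene Irf7 (-4.41) fell. The 3 that rose, named after their values were seen, were Ifit2 (0.74), Ifit3 (1.70) and Irgm1 (1.57). Camera gave an adjusted p of 2.03e-07, and 0.181 with an estimated correlation. Of 15 antigen presentation genes, 12 fell and 2 rose (camera adjusted p = 0.000159; adjusted p = 0.113 with an estimated correlation). The class I heavy chain H2-K1 fell from 5865 to 747.0 (-2.95 ± 0.05), and the peptide transporter Tap1 (-3.24, or -0.89 with probe sets averaged), the immunoproteasome subunit Psmb9 (-3.51) and the class II invariant chain Cd74 (-4.38) fell too. Of 16 macrophage and leukocyte marker genes, which other cells in the cultures could bring, 4 rose and 3 fell, and Ptprc and Tyrobp were at 2.59 and 4.38 in wild type.

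Of 32 TGF-beta and BMP pathway genes, 25 rose and 4 fell (median 1.07; camera adjusted p = 3.28e-09; adjusted p = 0.0642 with an estimated correlation). Bmp4, a BMP ligand, rose from 116.2 to 2338 and Fst, an activin and BMP antagonist, by 4.31, whereas Tgfbi, a matrix protein induced by TGF-beta, fell from 689.6 to 4.27 (-5.12). Of 25 YAP target genes, 21 rose and 4 fell (camera adjusted p = 3.53e-07; adjusted p = 0.0642 with an estimated correlation): Ccn2 rose by 3.37, Rbms3 by 3.50 and F3, tissue factor, by 2.93, but Ankrd1 fell by 3.05. Of 32 ERK feedback and immediate early genes, 21 rose and 5 fell (camera adjusted p = 1.04e-06; adjusted p = 0.0877 with an estimated correlation), led by the phosphatases Dusp6 (3.93), Dusp1 (3.21) and Dusp4 (2.46) and by Spry1 (2.77), an inhibitor of receptor tyrosine kinase signalling. Of 39 growth factor genes, 26 rose and 8 fell (camera adjusted p = 1.59e-05; adjusted p = 0.0642 with an estimated correlation). Igf1 rose by 5.48, Angpt1 by 5.34 and Igfbp4 by 4.29 (431.6 to 8691), and Fgf21 fell by 4.28. Of 37 Wnt pathway genes, 17 rose and 11 fell, and the list median of 0.11 was -0.03 under hybridization spike scaling and 0.42 with dim genes left out (camera adjusted p = 0.00513; adjusted p = 0.113 with an estimated correlation). Rspo2 rose by 6.00, Ccn5 by 5.21 and Rspo3 by 4.19. With probe sets averaged, Rspo2 was at 3.01 and Rspo3 at 2.32.

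Of 38 fibrillar matrix genes, 21 rose and 11 fell (camera adjusted p = 0.00061; adjusted p = 0.265 with an estimated correlation): beside Lox, Thbs1 rose from 62.8 to 2157 (4.78), and Col1a2 and Col3a1 had the largest falls. Of 31 matrix protease and inhibitor genes, 20 rose and 6 fell (camera adjusted p = 1.82e-05; adjusted p = 0.0642 with an estimated correlation), among them Mmp3, stromelysin (4.35), Mmp19 (3.50), Adamts1 (3.63) and the metalloprotease inhibitor Timp3 (4.96). Of 33 integrin and focal adhesion genes, 18 rose and 5 fell, with a median of 0.26 that was -0.002 under hybridization and 0.69 under poly-A spike scaling (camera adjusted p = 0.000549; adjusted p = 0.181 with an estimated correlation). The integrin subunits Itgb8, Itgb3, Itga8 and Itgb2 rose by 3.26, 3.04, 2.94 and 2.88, and Itgb3 and Itga8 were at 1.78 and 1.82 with probe sets averaged. Of 30 contractile and SRF-target genes, 14 rose and 7 fell, and the median of 0.01 was below 0 under quantile, median and hybridization spike scaling and 0.53 with dim genes left out (camera adjusted p = 0.0183; adjusted p = 0.162 with an estimated correlation). Acta2, smooth muscle actin, rose from 86.7 to 1516, a log2 difference of 3.90 that was 1.45 with probe sets averaged and 0.35 without probe sets ending in x, s or a, and the myosin kinase gene Mylk by 3.10, while Fhl2 fell by 2.94. Of 28 Abl kinase partners and substrates, 16 rose and 8 fell (median 0.39, from 0.16 under hybridization to 0.83 under poly-A spike scaling and 0.21 without probe sets ending in x, s or a; camera adjusted p = 0.0304, lost without probe sets ending in x, s or a; adjusted p = 0.178 with an estimated correlation). The adaptor genes Sorbs2 and Sorbs3 rose by 3.88 (1.06 with probe sets averaged) and 2.52, and Wasf1, which encodes an activator of actin branching, fell by 1.35. Of 17 fibroblast marker genes, 8 rose and 2 fell, with a median of 0.07 that was -0.02 under hybridization spike scaling and 1.29 with dim genes, 8 of the 17, left out (camera adjusted p = 0.0183; adjusted p = 0.174 with an estimated correlation). The transcription factor gene Prrx1 rose by 4.26 and Col1a1, the other chain of type I collagen, rose by 1.80, opposite to Col1a2.

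**Figure D3:**
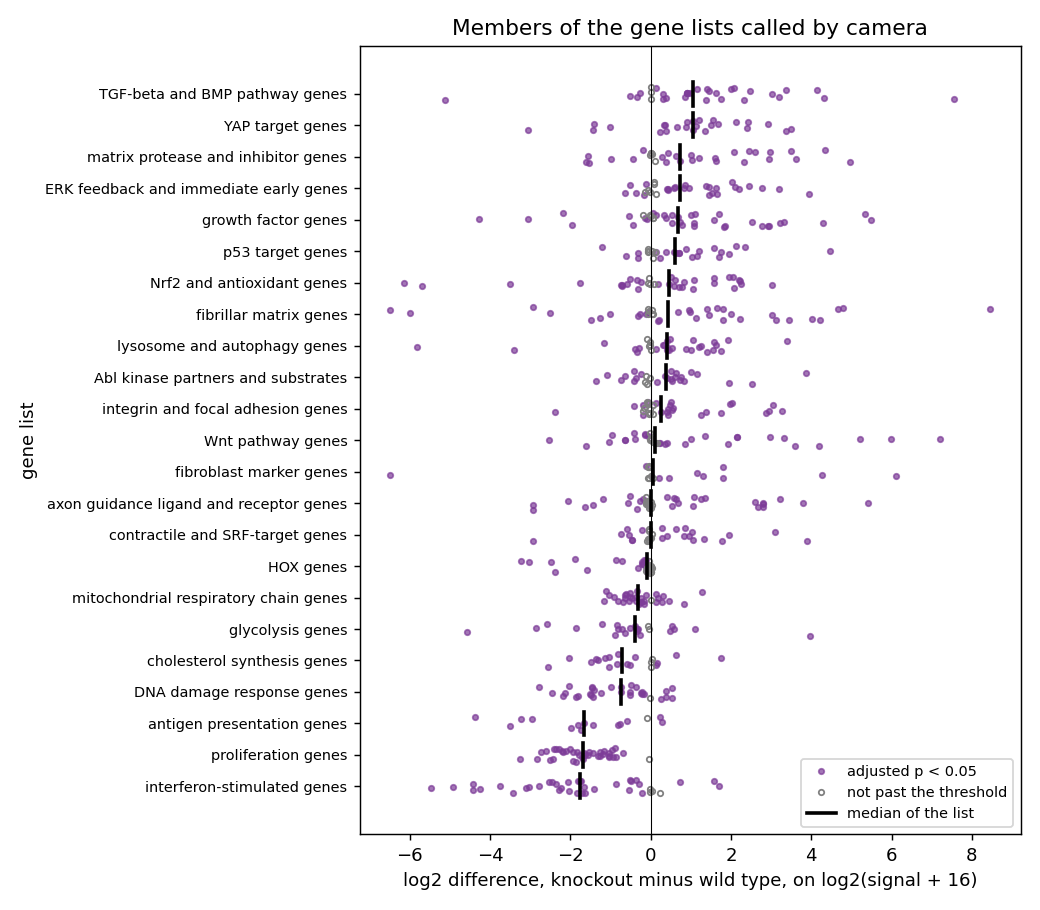
Log2 difference (knockout minus wild type, on log2(signal + 16)) of each measured member of the 23 gene lists called by camera, one row per list, filled where the adjusted p was under 0.05, with a bar at the list median. Medians run from -1.75 for interferon-stimulated genes to 1.07 for TGF-beta and BMP pathway genes; the medians of the HOX, glycolysis, respiratory chain, Wnt, integrin, fibroblast marker, contractile and axon guidance lists changed sign under at least 1 scaling.

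Of 32 lysosome and autophagy genes, 21 rose and 6 fell (camera adjusted p = 0.00017; adjusted p = 0.303 with an estimated correlation); the cathepsin Ctsf rose by 3.38 and Ctsd by 1.92, while Ctsz (-5.81) and the glucuronidase gene Gusb (-3.40) fell. Of 35 Nrf2 and antioxidant genes, 19 rose and 12 fell (camera adjusted p = 0.0304, and 0.439 with an estimated correlation). The list median was 0.46, and it was 0.92 under poly-A spike scaling, where the call was lost. Sod3 rose by 3.01, and Mt1 (-6.13), Gstt1 (-5.70) and Cbr1 (-3.50) fell. Of 23 glycolysis genes, 16 fell and 5 rose, with a median of -0.38 that was 0.02 under poly-A and -0.60 under hybridization spike scaling (camera adjusted p = 0.0304; adjusted p = 0.387 with an estimated correlation): Aldoc (-4.57), Car9 (-2.85) and Pfkp (-2.58) fell, and Ldhb rose by 3.98. Aldoc was at -0.28 without probe sets ending in x, s or a. Of 32 respiratory chain genes, 23 fell and 8 rose, with a median of -0.32 that was 0.19 under poly-A and -0.58 under hybridization spike scaling (camera adjusted p = 0.0306; adjusted p = 0.387 with an estimated correlation); Sdhb fell by 1.16, Ndufb8 fell by 1.11 with another probe set in the opposite direction, and Cox7c rose by 1.27, or 0.15 without probe sets ending in x, s or a. Sdhb was at -0.65 under poly-A spike scaling and -0.51 with chromosomes centred. The direction of Ndufb8 turned without probe sets ending in x, s or a, to 1.16 (limma adjusted p = 9.08e-08). With probe sets averaged Ndufb8 was at 0.03 (limma adjusted p = 0.7). Of 20 cholesterol synthesis genes, 13 fell and 4 rose (camera adjusted p = 0.0314; adjusted p = 0.439 with an estimated correlation), with falls of Fdps (-2.56), Mvd (-2.03) and Dhcr7 (-1.48) and a rise of 1.75 for Insig1. The glycolysis, respiratory chain and cholesterol calls were lost with arrays centred on the median, with dim genes left out and without probe sets ending in x, s or a. The medians of these 3 lists, in this order, were -0.38, -0.32 and -0.71. They were -0.43, -0.37 and -0.76 with arrays centred on the median, and -0.44, -0.32 and -0.71 with dim genes left out. Without probe sets ending in x, s or a they were -0.35, -0.17 and -0.51. The cholesterol median shrank to -0.22 under poly-A spike scaling, with the call kept, and was -0.95 under hybridization spike scaling. The glycolysis and respiratory chain calls were also lost under poly-A spike scaling. The respiratory chain call was lost with probe sets averaged (median -0.26). The glycolysis call was lost under hybridization spike scaling (median -0.60) and with chromosomes centred, where its median was unchanged at -0.38. No HOX gene of 33 rose and 18 fell, with a median of -0.10 that was 0.04 under poly-A spike scaling and -1.87 with dim genes, 24 of the 33, left out (camera adjusted p = 0.0183; adjusted p = 0.182 with an estimated correlation). Hoxb9 (-3.23), Hoxc13 (-3.04), Hoxc4 (-2.48) and Hoxc9 (-2.37) fell. Of 39 axon guidance genes, 17 rose and 11 fell (camera adjusted p = 0.0342; adjusted p = 0.259 with an estimated correlation), with a median of 0.02 that was 0.31 under poly-A spike scaling and below 0 under quantile, median and hybridization spike scaling and without wild-type array 2 or knockout array 1 or 2. That call was lost with dim genes left out (median 0.21), with probe sets averaged (median 0.009) and with eBayes without trend (median unchanged at 0.02). Sema5a rose by 5.42, Ntn1 by 3.80 and Nrp1 by 3.21, and Efna2 fell by 2.94. With probe sets averaged, Ctsf was at 1.68, Aldoc at -2.43, Pfkp at -1.59, Cox7c at 0.71, Fdps at -1.28, Sema5a at 3.13 and Ntn1 at 2.30.

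In all, camera with a preset correlation called 23 of 43 lists, 15 higher and 8 lower, at an adjusted p under 0.05. With an estimated correlation it called 0, with 12 lists at an unadjusted p under 0.05 and a lowest adjusted p of 0.0642, while fry, which asks whether a list moves on its own, called 41. Adjusted over the list alone, the counts of members that rose or fell were the same as over all genes for 33 lists and differed by at most 2 for the other 10. Among the called lists these were 4 higher and 32 lower for interferon-stimulated genes, 22 and 6 for ERK feedback genes, 26 and 9 for growth factors, 18 and 7 for integrins and 0 and 17 for HOX genes. Regrouping the 6 arrays gave up to 12 called lists from camera with the preset correlation although 0 genes then passed. Each regrouping put arrays of both groups on each side, so the group difference entered both the spread and the contrast. These counts are therefore not a chance rate. Each group came from 1 genotype, so genotype cannot be told apart from any other difference between the cell lines, cultures or array runs.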

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

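Of the scaling tests of the interferon genes, quantile and median scaling were planned and both spike control scalings were chosen after seeing the data. The tests of the leukocyte markers, of the swapped array and Abl probe sets, and of chromosome centring were chosen only after the results were seen.

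Of the 9160 probe sets without a gene name here, which enter no gene-level comparison, 219 were at least 2-fold higher in the knockout arrays than in wild type (adjusted p under 0.05, limma) and 123 were at least 2-fold lower. The unnamed probe set that rose most went from 5.64 ± 0.56 in wild type to 2319 ± 58.4 in the knockout arrays, and the one that fell most from 1256 ± 15.7 to 6.22 ± 0.97 (SD, n = 3 each). The hybridization control probe sets, which report on RNA added to the arrays and not on the cells, had a mean log2 signal 0.264 higher in the knockout arrays (10.6 ± 0.08 against 10.3 ± 0.07, SD, n = 3 each; exact p = 0.1, the smallest possible here). The poly-A control probe sets went the other way, by -0.52 (exact p = 0.1).

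The Abl1 and Abl2 signals were not clearly lower in the arrays labelled knockout. A single array swapped between the groups is argued against: for every array, the lowest correlation with its own group exceeded the highest with the other group by at least 0.0935. Whether the probe sets lie outside the deleted part of each gene cannot be told apart from a group that was not as labelled, because the lowest difference of a bright probe set was -0.113 and the probes were not placed on the deleted genes here.

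Interferon-stimulated and antigen presentation genes were lower in the knockout arrays, with medians of -1.75 and -1.66. These medians were -1.37 and -1.04 with an offset of 64, which shrinks differences, and -1.66 and -1.15 with probe sets averaged. The scaling of the arrays is argued against, since the interferon median nearest 0 under 4 scalings was -1.35, with poly-A spike scaling (-1.76 and -1.80 under the planned quantile and median scalings), and that of antigen presentation -1.15. Chromosome-wide shifts are argued against as the whole of the fall. The interferon median was -1.73 with the 23 of 39 interferon genes that have a mean log2 signal above 7 centred on their chromosomes. It was also -1.73 with the dimmer ones centred too, and the antigen presentation median was -1.40 and -1.32. The largest chromosome median was -0.65, so centring could not have removed either fall. Shifts of smaller regions were not tested for these genes. Leukocytes in the wild-type cultures stay open: of 16 leukocyte markers, 7 passed and 42.9% of these fell, so they went both ways, and the others were mostly near the floor. The list was not lower as a whole: 4 rose and 3 fell, and its median was -0.01, or 0.69 with dim genes left out. Ptprc and Tyrobp were at 2.59 and 4.38 in wild type, below the lowest array median of 13.4. The markers as a set therefore did not follow the fall, but those that fell keep leukocytes from being excluded. The genotype stays open as an untested explanation, together with any other difference between the cultures.

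For the counts of genes past the adjusted p threshold and at least 2-fold changed, the real split of the arrays gave 10866 and 2869, and the highest of the other splits gave 0 and 0; 1 of 10 splits, the real one, reached each count. The real split called 23 gene lists, and the highest of the others 12; 1 of 10 splits reached 23. With 10 splits a share under 0.05 cannot be reached. Every other split put arrays of both groups on each side, so the group difference widened the spread and part of it stayed in the contrast. Their counts of genes and lists are therefore not chance rates, and the comparison decides nothing.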

How the results depend on the processing

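Samples with the same replicate number deviated together weakly. The correlations of their deviations from the group means, over bright genes, were 0.033, 0.14 and 0.19 for numbers 1, 2 and 3. The highest with another number were 0.029, 0.029 and -0.049. Second principal component scores ran in the same order (3.74, 2.41 and -6.19 in wild type, 5.33, 1.02 and -6.32 in the knockout arrays). The main fit did not pair the samples by number, and a pattern shared by replicate number stays open. With the replicate number as a block, limma called 10935 genes instead of 10866, 2869 at least 2-fold as before, and camera 23 lists. The count of genes past an adjusted p of 0.05 stayed within 1.5 times of 10866 under all alternatives at gene level (9248 to 13788), and was 23489 when all probe sets were tested, where more features enter. Genes at least 2-fold changed numbered 1822 with an offset of 64, which shrinks differences, and 2171 to 3671 otherwise. Lists called by camera numbered 19 to 24 under the other alternatives, 0 with an estimated correlation and 41 with fry. Abl1, at -0.11, was -0.16 with arrays centred on the median, -0.35 with hybridization spike scaling and -0.24 with chromosomes centred, and it was 0.13 with probe sets averaged and 0.36 with poly-A spike scaling; it passed the threshold in all 5. Abl2, at -0.01, was 0.0146 with quantile normalization, 0.48 with poly-A spike scaling, 0.0687 with chromosomes centred and -0.26 with hybridization spike scaling, and passed under both spike scalings only. Without each array in turn, Abl2 ran from -0.0438 to 0.0191. Poly-A spike scaling moved the median of all genes by 0.16. The p-values under both spike scalings leave out the uncertainty of the spike reference. Ndufb8, which fell, was 0.0283 with probe sets averaged and 1.16 without probe sets ending in x, s or a, and -0.60 with poly-A spike scaling. Of 2606 values of 131 named genes, Abl1 and Abl2 apart, under the alternatives, 2602 kept direction and side of the threshold. The 131 genes were picked from the same data for large differences past the threshold, which favours such a count. It does not extend to genes with small differences. Differences of these genes shrank over 1.5 times for 37 of 131 with probe sets averaged, for 32 with an offset of 64 and for 11 of 117 without probe sets ending in x, s or a. The cause of these moves was not tested. Signals near the floor limit what can be said of genes that are dim in both groups. Scaling on spike controls and centring chromosomes were chosen after seeing the data.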

Other observations

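The tests of the chromosome pattern were chosen only after the pattern was seen.

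Some groups had members moving far in both directions without a call for the list. Of 31 unfolded protein and integrated stress response genes, 16 fell and 14 rose (camera adjusted p = 0.948), and the largest changes were falls: Asns, asparagine synthetase, fell from 3304 to 327.6, Trib3 by 2.71, the glutathione-degrading enzyme gene Chac1 by 2.61 and the folate enzyme gene Mthfd2 by 2.43. Of 36 cytokine, chemokine and NF-kB target genes, 14 rose and 14 fell (camera adjusted p = 0.307): Cxcl5 and Ccl7 rose by 4.46 and 3.09, while Ccl5 (-4.91) and Cxcl10 (-3.76) fell. This list's median was -0.02 while its mean and its test pointed up, and the imprinted, leukocyte, adipocyte, basement membrane and neural lists also had medians below 0 with tests that pointed up.

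Among 25 epithelial-mesenchymal transition genes, 9 rose and 8 fell (camera adjusted p = 0.0771, but 0.03 with dim genes left out and 0.0461 with chromosomes centred), with Cdh11, a mesenchymal cadherin, up by 5.28, Zeb1 up by 3.10 and the desmosome gene Dsp down from 200.3 to 2.97 (-3.50, or -2.10 without probe sets ending in x, s or a). Among 41 receptor tyrosine kinase genes, 18 rose and 12 fell (camera adjusted p = 0.0902, but 0.0385 with chromosomes centred); Igf1r rose by 2.11 and Erbb3 went from 253.2 to 17.6. Of 26 imprinted genes, 6 rose and 4 fell (camera adjusted p = 0.176), with Igf2 and Impact up by 1.84 and 2.01. Among 49 positional and mesenchymal transcription factor genes, 14 rose and 15 fell (camera adjusted p = 0.387). Irx1 rose by 3.08, Gata6 by 2.47, and Tbx20 fell from 89.0 to 4.42. With probe sets averaged, Zeb1 was at 1.24, Dsp at -1.89, Igf1r at 1.37, Erbb3 at -1.51, Igf2 at 0.95, Impact at 1.13 and Gata6 at 1.41. The lists of skeletal muscle, erythroid, epithelial, endothelial, neural, adipocyte and cartilage markers were not called (camera adjusted p from 0.154 to 0.897).

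The labels describe the cells as pooled from male and female embryos. The 12 probe sets of the X-inactivation transcript Xist and of the Y-linked genes Kdm5d, Uty and Eif2s3y had at most 10.7 on any array, below the lowest array median of 13.4. Female cells carry Xist and male cells Y-linked transcripts, so a signal from both was expected of such a pool and was not seen; whether these probe sets detect them in such cells, and the cause, were not tested.

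Genes lean one way along whole chromosomes. Over 6627 bright genes, those on the chromosome that carries Cdkn2a and Ptgr1 had a median difference of -0.65 relative to all bright genes (365 genes, 80% of them below the overall median), and those on the chromosome that carries Bmp4 and Lgals3 had 0.54 (258 genes, 81.4% of them above the overall median). Chance placement is argued against: the largest chromosome median, -0.646, exceeded in size all 10000 random orders of the genes, which reached 0.282 (permutation p = 1e-04, the smallest they can give). A copy number difference between the cell lines stays open as a hypothesis: 100% of the windows of 20 neighbouring genes on these 2 chromosomes leaned the same way, but the chromosomes were picked for their shift, so this decides nothing, and DNA was not analysed here.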
